A study of Caenorhabditis elegans with 16 samples. Its data were reported in "Identification of proteins and miRNAs that specifically bind an mRNA in vivo" (2019).

How the data were processed

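Small RNA was recovered from pulldown elutions of young adult worms, and libraries were made with a kit that adds a poly(A) tail to the RNA (SMARTer smRNA-Seq). The authors removed adaptors and poly(A) tails with cutadapt, discarded reads that mapped to the Escherichia coli genome with bowtie2, and counted reads of known miRNAs with miRDeep2 and miRBase annotation. The deposited values are whole-number read counts per mature miRNA and precursor, not normalised. Each of the 16 files had 452 rows for 434 mature miRNAs, because 15 miRNAs are listed for several precursors. A miRNA with several rows was counted once, with the largest of its rows, and the sum of its rows was tried as an alternative. Reads can be shared between miRNAs of near-identical sequence.

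Groups were taken from the sample titles. Replicate numbers come from the same titles, and since groups share these numbers, a fit with the replicate number as a block was run beside each comparison. Each library name has a prefix (E, PD1, PD2, PD3 or none) that was treated as a possible batch. No prefix holds all groups. Libraries with prefix PD3 and those without a prefix have no control library among them, so batch and group cannot be separated there by direct comparison with the control. Before the deposited files were examined, the grouping, the tests, the alternatives and the rule for naming miRNAs were fixed. They were fixed after the study's text had been read and after its figure of the miRNA enrichments and 3 rows of its supplementary miRNA counts, all for let-7-5p, had been seen, and 3 of the miRNAs that are always named (let-7-5p, miR-84-5p and miR-71-5p) come from that text, so the tests on them are not blind to the published outcome.

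Counts were analysed with edgeR 4.0.16 in R 4.3.3. miRNAs with at least 10 reads in at least 2 libraries were kept, which left 112 miRNAs holding at least 99.78% of the reads of each library. Trimmed mean of M values (TMM) factors were computed, and 1 quasi-likelihood model with a mean per group was fitted to all 16 libraries (glmQLFit with robust estimation, glmQLFTest). The common biological coefficient of variation was 0.533. p-values were adjusted by the Benjamini-Hochberg method within a comparison, and the threshold was 0.05. The printed SE is the size of the log2 fold change divided by the square root of the F statistic. TMM factors ranged from 0.155 in changed specificity replicate 1 to 5.32 in control replicate 3, because a single miRNA can take most of a library. They are therefore larger corrections than is usual, and normalised CPM (reads scaled by effective library size) can exceed the nominal total. TMM assumes that most miRNAs do not differ between libraries; log2 fold changes are relative to that bulk. The median log2 fold change of all miRNAs was -0.37 in changed specificity against gld-1, -0.30 in gld-1::gfp against the control, 0.20 in gld-1 against the control, -0.21 in changed specificity against the control, -0.15 in seed destruction against gld-1 and -0.11 in the pooled comparison of edits, and under 0.1 in size elsewhere. No p-value was computed for gfp::lin-41, which has 1 library.

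The rule for naming miRNAs was to name let-7-5p, miR-84-5p, miR-71-5p, miR-48-5p and miR-241-5p always, and in each comparison up to 5 miRNAs with the largest log2 fold change in size among those with an adjusted p-value under 0.05 and with every library of a group above every library of the other. The log2 ratio of let-7-5p to miR-84-5p used a pseudocount of 1 and an exact two-sided permutation test. The regression enrichment took miRNAs with at least 1 read in the library and a mean of at least 1 read in the controls, regressed log2(reads + 1) of the library on the mean of the 3 controls, and gave no p-value. Shares carry 95% Wilson intervals, and the detection floor is 3 reads.

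The alternatives were size factors of the DESeq2 kind (RLE), library totals, upper-quartile factors, no filter on low counts, a mean of at least 10 reads, the DESeq2 1.42.0 Wald test, no robust estimation, summed precursor rows, only the compared groups in the fit, the replicate block, the name prefix as a factor, and each replicate left out in turn. Fits with crossed replicate numbers and with the other endogenous pulldowns as the reference were added after the data were seen. The fit was tested on 20 simulated data sets drawn from the real control means and library sizes, with 20 of about 107 miRNAs changed 16-fold. Among miRNAs that passed the filter, it recovered 95.7% of the raised and 75.5% of the lowered ones. There were 0.850 false calls per data set on average, and 0.200 calls where nothing had been changed. Only the gld-1 group was changed, and all other groups had the control means. In the data each tested pulldown holds changes larger than 16-fold, so these rates may not hold there. Of the 250 precursors in the files, 249 were found by name in the Ensembl release 115 annotation of WBcel235; let-7 was taken from the RefSeq gene table of the same assembly. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Probe sequences, the mRNA libraries and the proteomics of the study were not used here.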

Results

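The small RNAs that co-purified with selected mRNAs were sequenced from young adult Caenorhabditis elegans. In this method, called vIPR, worms are irradiated with ultraviolet light so that RNA and its bound proteins become linked, and biotinylated DNA probes complementary to a chosen transcript then retrieve that transcript with whatever is attached to it. The 16 libraries fell into 8 groups. The no-target control (n = 3) used probes against the gfp coding sequence in wild-type worms (strain N2), which carry no gfp. The same probes retrieved a gld-1::gfp transgene transcript (n = 2) and a gfp-tagged lin-41 transcript (gfp::lin-41, n = 1). Probes against the transcripts themselves retrieved endogenous lin-41 (n = 2), alg-1 (n = 2) and gld-1 (n = 2) from N2. The gld-1 probes were also used in a pair of strains in which the endogenous gld-1 gene had been edited at the site thought to bind miR-84, by disrupting the seed match (seed destruction, n = 2) or by changing bases outside the seed match so that the site would pair with let-7 (changed specificity, n = 2).

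Each file listed 434 mature miRNAs. Total miRNA reads per library ranged from 12474 in control replicate 3 to 2081849 in gfp::lin-41, and the other control libraries held 73899 and 42622 reads. The smallest share that 3 reads could show was therefore 0.0241% in the shallowest library and 1.44e-04% in the deepest. Intervals and floors cover counting error only, since PCR copies were not separated from independent molecules. Replicates were distinct libraries: the chi-square per degree of freedom between replicates of a group ranged from 103 to 540. Of the listed miRNAs, 259 had a read in any library, 71 were seen in every library and 112 were abundant enough to be tested.

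The targets and the miRNAs lie at known positions of the WBcel235 assembly. The gld-1 gene spans chromosome I from 7695681 to 7698222 on the plus strand, and its 3′ UTR, which holds the edited site, runs from 7697411 to 7698222. The lin-41 gene spans chromosome I from 9334800 to 9342496 on the minus strand, and its longest annotated 3′ UTR runs from 9334800 to 9335964. The alg-1 gene spans chromosome X from 13949110 to 13956261 on the plus strand, with a 3′ UTR from 13954708 to 13956261. The let-7 locus is annotated on chromosome X from 14743590 to 14745321, the mir-84 precursor on chromosome X from 16022404 to 16022478 and the mir-71 precursor on chromosome I from 9379927 to 9380020.

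**Figure D1:**
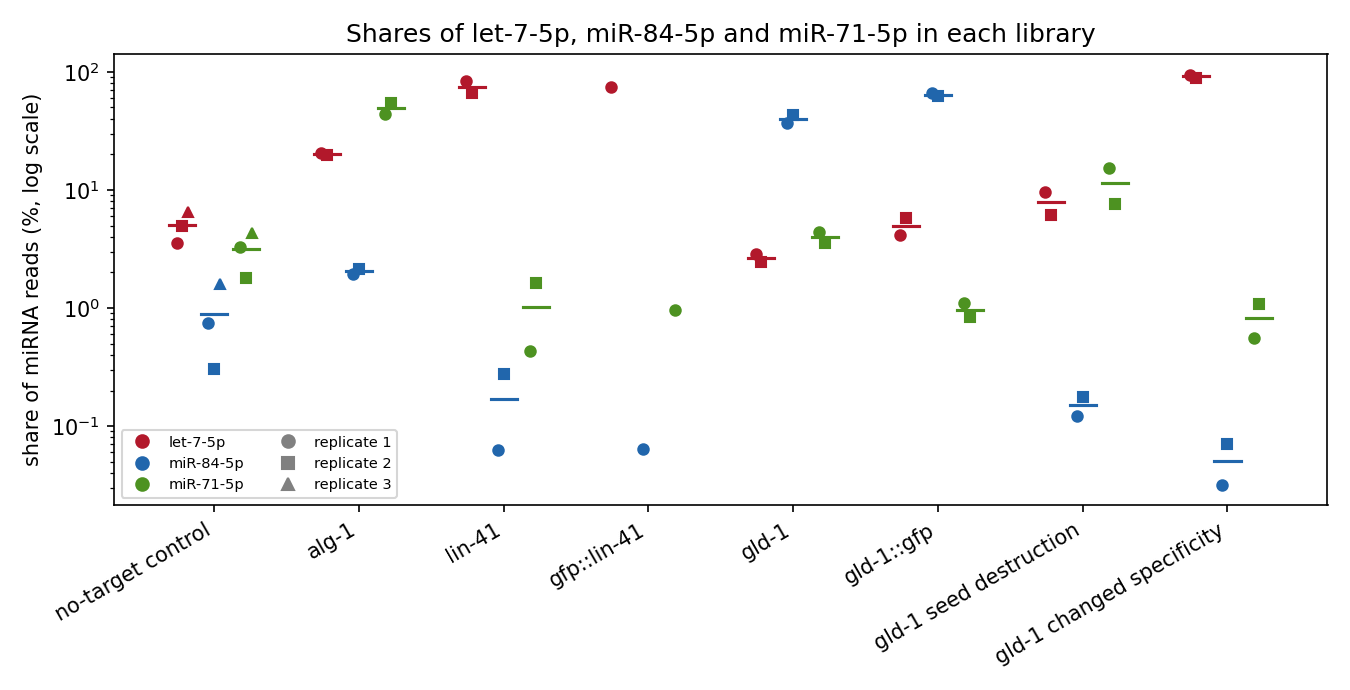
Share of all miRNA reads (%, log scale) taken by let-7-5p (red), miR-84-5p (blue) and miR-71-5p (green) in every library; marker shape gives the replicate number and horizontal lines the group mean. let-7-5p reached 95.1% in changed specificity replicate 1, and miR-84-5p reached 66.3% in gld-1::gfp replicate 1.

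In the no-target control, let-7-5p took 5.02% ± 1.51, miR-71-5p 3.13% ± 1.27 and miR-84-5p 0.881% ± 0.651 of the reads (SD, n = 3). The most abundant miRNA differed between the 3 control libraries. It was miR-60-5p in replicate 1 (27.2%, 95% Wilson interval 26.9 to 27.5), miR-80-3p in replicate 2 (24.3%, 23.9 to 24.7) and miR-70-3p in replicate 3 (24.7%, 23.9 to 25.4).

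Whether the lin-41 pulldown recovered let-7, a miRNA with a known role on this transcript, was addressed first. In lin-41 pulldowns let-7-5p took 75.1% ± 12.6 of the reads (SD, n = 2). Its normalised abundance exceeded that in the control by 7.72 on the log2 scale (SE 0.70, edgeR adjusted p-value 3.24e-09), with both lin-41 libraries above all 3 controls. For let-7-5p in gfp::lin-41, library totals as the only scaling moved the value most, from 7.75 to 3.88. The gfp::lin-41 library had no replicate, so its value of 7.75 carries no test; its let-7-5p share was 74.1% (95% Wilson interval 74.1 to 74.2). Within the libraries that share a name prefix, the difference was 8.30 for lin-41 and 8.08 for gfp::lin-41. In total, 15 miRNAs were higher and 5 lower in lin-41 than in the control at an adjusted p-value under 0.05. Those named by the rule set beforehand were miR-4932 (log2 fold change 10.11), miR-784-5p (8.89), let-7-5p, miR-60-5p (-12.22) and miR-54-5p (-6.56). miR-4932 had 0 reads in all 3 controls and 33 to 154 reads in lin-41. miR-60-5p had 0 and 2 reads in lin-41 against 224 to 20097 in the controls. miR-54-5p had 5590 reads in control replicate 1 but 77 and 44 in the other controls, against 19 and 6 in lin-41. Its value depends on single libraries: with each library left out in turn it ranged from -7.11 to -2.97. Control replicate 1 has the prefix E. The other libraries with that prefix, gfp::lin-41 and gld-1::gfp replicate 1, held 1202 and 854 reads, and libraries without it at most 77 (not scaled for depth). All prefix E libraries were made with gfp probes. An effect of the prefix or of these probes on miR-54-5p therefore cannot be set aside. Of the let-7 relatives, miR-241-5p was higher in lin-41 (1.73, adjusted p-value 0.0228) and miR-48-5p was not past the threshold (0.79). With the replicate number as a block, 17 miRNAs were higher and the let-7-5p value was 7.81. On average, libraries with the same replicate number did not deviate together (mean correlation -0.0294 over 42 pairs). The pairs are not independent, since the libraries of a group of 2 deviate as mirror images. Same-numbered libraries of lin-41 and alg-1 (0.272) and of the 2 edited strains (0.429) did deviate together. Replicate 1 of lin-41 and of alg-1 share a prefix, and so do same-numbered libraries of the edited strains. Number and prefix therefore cannot be told apart there. The mean correlation of libraries with the same named prefix was 0.0964 over 16 pairs.

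The alg-1 pulldown asked whether miR-71 is recovered with this transcript. miR-71-5p took 49.6% ± 7.30 of the reads (SD, n = 2) and was higher than in the control by 5.72 (SE 0.60, adjusted p-value 3.52e-08). The within-prefix differences were 6.11 and 5.70. Other miRNAs of the tested set rose as well, with 18 higher and 6 lower. miR-51-3p (log2 fold change 6.51) and miR-1829c-5p (6.50) rose more than miR-71-5p, and miR-60-5p fell by 11.69. miR-4932 rose by 5.90 (SE 1.67), but with 5 reads in each alg-1 library and 0 in every control it cannot be ranked against miR-71-5p. let-7-5p was higher by 3.74 (adjusted p-value 2.80e-05) and miR-84-5p by 2.98 (adjusted p-value 4.06e-04). miR-241-5p was higher by 2.12 (adjusted p-value 0.00414), and miR-48-5p was not past the threshold (0.88). With the replicate block, miR-71-5p was higher by 5.94 and 18 miRNAs remained higher. That block is a poor match for alg-1, whose replicate 2 deviated opposite to the control with the same number (correlation -0.448). The 2 alg-1 libraries deviate from their mean as mirror images. The value of 0.448 for alg-1 replicate 1 with that control, whose prefix it shares, is therefore the same observation. alg-1 replicate 2 gave 0.344 with the control that shares its prefix. miR-71-5p was also past the threshold in each of the other tested comparisons with the control, by 1.72 in lin-41, 2.79 in gld-1, 1.76 in gld-1::gfp, 2.63 in seed destruction and 2.37 in changed specificity.

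For gld-1, the question was which miRNAs accompany the transcript and whether the tagged transgene gives the same ones. miR-84-5p took 40.2% ± 4.10 of the reads in gld-1 and 64.3% ± 2.77 in gld-1::gfp (SD, n = 2 each). Against the control it was higher by 8.07 in gld-1 (SE 0.72, adjusted p-value 2.07e-09) and by 9.70 in gld-1::gfp (SE 0.76, adjusted p-value 1.40e-10). Within prefixes the difference was 7.79 for gld-1 and 9.52 and 9.14 for gld-1::gfp. Higher in gld-1 were 17 miRNAs and lower 8, and in gld-1::gfp 13 and 1. For gld-1 the rule named miR-70-5p (12.94), miR-84-5p, miR-4932 (7.33), miR-60-5p (-11.06) and miR-54-5p (-6.26). It left out the abundant miR-65-5p, which was higher in gld-1 by 5.23 (adjusted p-value 3.36e-07), with 36901 and 151228 reads. miR-4932 had 16 reads in each gld-1 library. For gld-1::gfp the rule named miR-84-5p, miR-8187-3p (8.15), miR-8188-5p (8.15), miR-5551-5p (6.82) and miR-72-5p (6.67). miR-8187-3p and miR-8188-5p had nearly identical counts in every library, so the reads of these names cannot be told apart and the pair is uncertain. let-7-5p was higher in gld-1::gfp by 3.53 (adjusted p-value 5.17e-05). In gld-1 it was higher by 1.55 with an adjusted p-value of 0.0488, and that call was lost, or the sign reversed, under most of the alternative ways of processing; with library totals only the value was -0.92. miR-48-5p was higher in gld-1::gfp by 2.00 (adjusted p-value 0.0110) but not past the threshold in gld-1 (0.92), and miR-241-5p was past it in neither (-0.55 and -0.10). With the replicate block, miR-84-5p was higher by 8.53 in gld-1 and by 10.20 in gld-1::gfp, let-7-5p in gld-1 was higher by 1.72 with an adjusted p-value of 0.0700, and 15 and 14 miRNAs were higher (mean correlation of same-numbered libraries -0.0294).

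**Figure D2:**
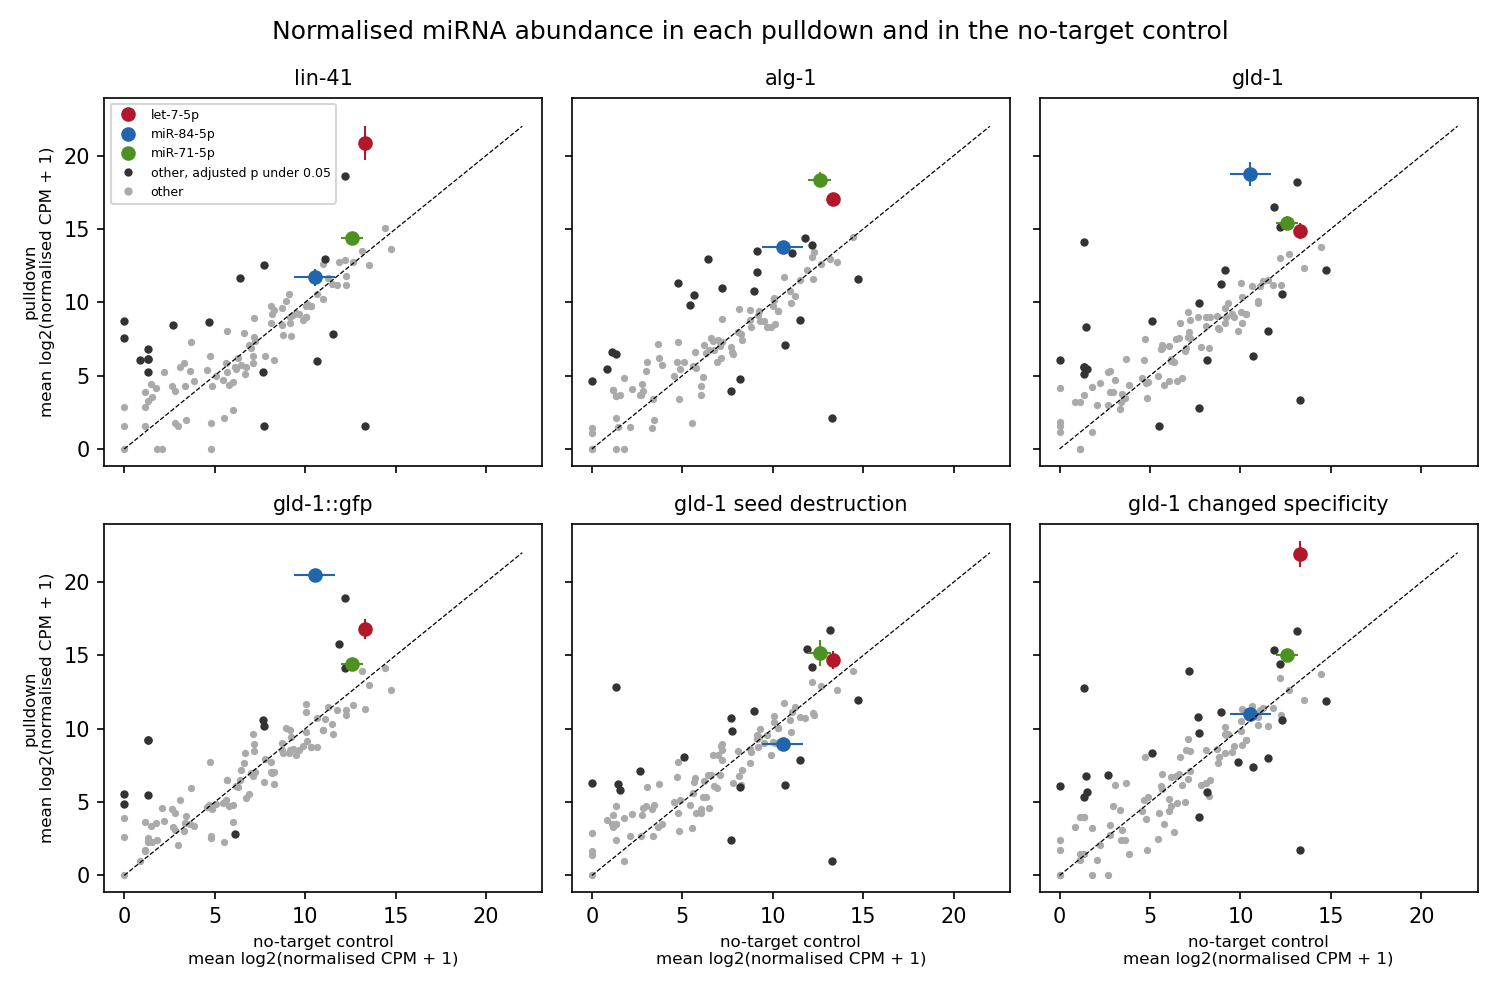
Mean log2 of normalised CPM plus 1 in each pulldown (vertical axis) against the no-target control (horizontal axis), for 112 miRNAs; dark points have an adjusted p-value under 0.05, bars on the coloured points are SDs and the dashed line marks equality. let-7-5p (red) lies farthest above the line among the coloured points in lin-41 and changed specificity, and miR-84-5p (blue) in gld-1 and gld-1::gfp.

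The gld-1::gfp and gld-1 pulldowns retrieve the same gene's transcript with different probes, and 6 miRNAs were higher and 7 lower in gld-1::gfp. miR-84-5p did not differ past the threshold (log2 fold change 1.63, adjusted p-value 0.120). The rule named miR-70-5p (-8.51), miR-248 (-5.13), miR-65-5p (-4.48), miR-233-3p (-3.89) and miR-60-5p (7.84). In the shared prefix, miR-70-5p differed by -7.58. The count was 9 miRNAs with the replicate block. Same-numbered libraries of these groups deviated in opposite directions (correlation -0.147), and the count with the replicate numbers of gld-1 crossed was 11. Paired differences for miR-84-5p were 2.12 and 1.35 by the given numbers and 0.94 and 2.53 when crossed; for let-7-5p they were 1.84 and 2.05, and 1.08 and 2.81 when crossed.

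Endogenous lin-41 and gld-1 were then compared directly. let-7-5p was higher in lin-41 by 6.16 (SE 0.78, adjusted p-value 1.47e-06) and miR-84-5p changed by -7.11 (SE 0.83, adjusted p-value 5.26e-07). Of the tested miRNAs, 9 were higher and 8 lower in lin-41. The others named were miR-70-5p (-8.61), miR-259-5p (5.64), miR-784-5p (5.46) and miR-241-5p (1.83, adjusted p-value 0.0429). With the replicate block the count of changed miRNAs was 19, and with crossed numbers 21 (same-number correlation -0.125). Paired differences for let-7-5p were 7.19 and 4.80 as numbered and 6.43 and 5.56 crossed, and for miR-84-5p -6.90 and -7.22 as numbered and -8.08 and -6.04 crossed.

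Disrupting the seed match tested whether miR-84 retrieval needs this site. In seed destruction, miR-84-5p took 0.150% ± 0.0392 of the reads (SD, n = 2). Against gld-1 it changed by -9.89 (SE 0.93, adjusted p-value 6.77e-09), and within the shared prefix the difference was -9.36. Against the control it changed by -1.82 (SE 0.62, adjusted p-value 0.0424), a call that was lost under several of the alternatives (with RLE factors, adjusted p-value 0.109). let-7-5p did not differ from gld-1 (log2 fold change -0.14, SE 0.63, adjusted p-value 0.997). Against gld-1, 0 miRNAs were higher and 2 lower, miR-84-5p and miR-77-5p (-3.10); at an unadjusted p-value under 0.05 there were 2 higher and 4 lower. Against the control, 13 miRNAs were higher and 7 lower. Among these, miR-70-5p (11.72), miR-4932 (7.61), miR-60-5p (-13.73), miR-54-5p (-6.32) and miR-240-5p (-5.66) were named by the rule. With the replicate block miR-84-5p changed by -9.85 against gld-1 and by -1.32 against the control (adjusted p-value 0.151), let-7-5p changed by -0.19 against gld-1, and 15 miRNAs were higher than in the control. The same-number correlation of seed destruction and gld-1 was -0.290; paired differences for miR-84-5p were -9.36 and -10.20 as numbered and -10.53 and -9.02 crossed, and for let-7-5p 0.65 and -0.96 as numbered and -0.10 and -0.20 crossed.

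Changing bases outside the seed match tested whether let-7 then occupies the site. In changed specificity, let-7-5p took 92.1% ± 4.31 of the reads and miR-84-5p 0.0510% ± 0.0272 (SD, n = 2). Against gld-1, let-7-5p was higher by 7.17 (SE 0.82, adjusted p-value 2.00e-07) and miR-84-5p changed by -7.88 (SE 0.86, adjusted p-value 1.36e-07); within the shared prefix these were 8.10 and -7.15. Against the control, let-7-5p was higher by 8.72 (SE 0.73, adjusted p-value 5.37e-10), while miR-84-5p did not differ (0.19, SE 0.58, adjusted p-value 0.802). 3 miRNAs changed against gld-1, the other being miR-253-3p, which was higher by 6.24 (SE 0.87, adjusted p-value 5.28e-06) with 5437 and 2566 reads against 54 and 70. Against the control, 16 miRNAs were higher and 8 lower, and the rule named miR-70-5p (11.63), let-7-5p, miR-4932 (7.56), miR-253-3p (6.82) and miR-60-5p (-12.02). Of the let-7 family members miR-48-5p and miR-241-5p, neither differed between changed specificity and gld-1 (log2 fold changes 0.36 and 0.25, adjusted p-value 0.889 for each). When the replicate block was added, let-7-5p was higher by 7.11 and miR-84-5p changed by -7.82 against gld-1, and the count of changed miRNAs stayed at 3 (same-number correlation -0.159; with crossed numbers, 4 miRNAs). Paired differences for let-7-5p were 8.10 and 6.06 as numbered and 7.34 and 6.82 crossed, and for miR-84-5p -7.15 and -8.37 as numbered and -8.33 and -7.20 crossed.

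Pooling the edited strains against gld-1 and gld-1::gfp, 3 miRNAs were higher and 4 lower in the edited libraries (n = 4 against 4), and miR-84-5p changed by -9.70 (SE 0.65, adjusted p-value 3.87e-12). let-7-5p was higher by 2.53 (adjusted p-value 3.51e-04), a rise seen against gld-1 alone in changed specificity (7.17) but not in seed destruction (-0.14). The others that the rule named were miR-72-5p (-2.75), miR-8187-3p (-3.65) and miR-8188-5p (-3.65), which were high in gld-1::gfp; against gld-1 alone none of them was past the threshold in seed destruction (-0.95, -1.90 and -1.90, adjusted p-value 0.742 for each) or in changed specificity (-0.72, -1.58 and -1.58, adjusted p-values 0.793, 0.757 and 0.757). With the replicate block the count was 7 and the miR-84-5p value -9.67. A ratio within a library does not depend on the scaling between libraries. The log2 ratio of let-7-5p to miR-84-5p reads (pseudocount 1) was -3.81 ± 0.309 in the 4 unedited libraries and 8.32 ± 3.09 in the 4 edited libraries (SD). The difference was 12.13, and an exact two-sided permutation test gave p = 0.0286, the smallest value that 4 against 4 libraries allow. Permuting only within replicate numbers, as a replicate block, gave an exact p of 0.0556, again the smallest that design allows. The ratio was 5.71 ± 0.842 in seed destruction and 10.92 ± 0.875 in changed specificity (SD, n = 2 each).

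**Figure D3:**
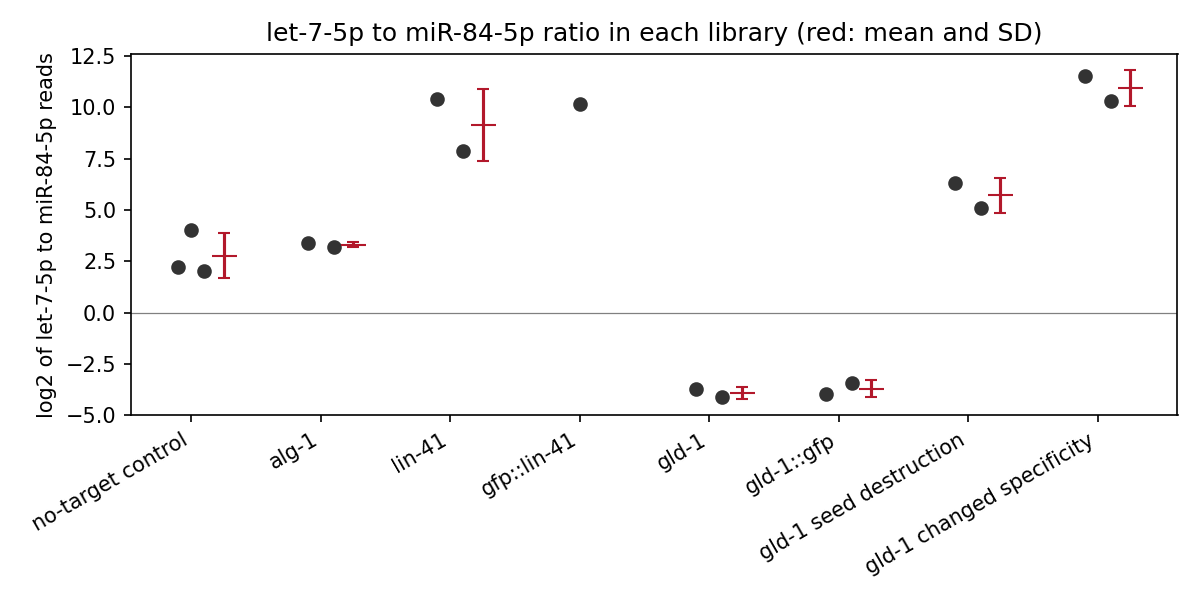
log2 ratio of let-7-5p to miR-84-5p reads in each library (black points), with the group mean and SD in red where a group has more than 1 library. The gld-1 and gld-1::gfp libraries lie between -4.12 and -3.43, and every other library lies above 2.04 or at it.

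A regression normalisation modelled on that of the study was run as well, with the mean of the 3 controls in place of the corresponding control: log2 reads of a library were regressed on those of the control, and the residual is the enrichment. Ranks are among miRNAs with a mean of at least 1 read in the controls, which leaves out miR-70-5p and miR-4932. let-7-5p ranked 1 in both lin-41 libraries (residuals 8.43 and 6.91), in gfp::lin-41 (7.45) and in both changed specificity libraries (9.36 and 8.30). miR-84-5p ranked 1 in both gld-1 libraries (7.65 and 8.90) and in both gld-1::gfp libraries (9.70 and 9.93). In seed destruction it ranked 89 of 107 and 92 of 113. miR-71-5p ranked 3 of 109 in alg-1 replicate 1 (5.09) and 1 of 98 in alg-1 replicate 2 (6.62).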

Values the study reported

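The study reported that pulldowns of endogenous gld-1, lin-41 and alg-1 recovered about 70% of the respective transcript. For gld-1::gfp, the recovery was about 60% of the input RNA with each crosslinking method.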

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

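The fits with RLE factors, library totals, the replicate block and the prefix factor were among the alternatives fixed in advance. Apart from these fits and the tests in which reads were thinned at random, the tests in this part were chosen after the results were seen. The gld-1::gfp and gld-1 pulldowns share their control, so the difference between their effects is the direct comparison of these groups, and the values here are those of that comparison, not a further test. For 11 of the named miRNAs the difference passed the threshold, and 5 of these were named because they did. Lower in gld-1::gfp were miR-70-5p (log2 fold change -8.51, adjusted p-value 2.40e-05), miR-248 (-5.13), miR-65-5p (-4.48), miR-233-3p (-3.89) and miR-77-5p (-3.72). Higher were miR-60-5p (7.84), miR-72-5p (3.82), miR-8187-3p (3.82), miR-8188-5p (3.82), miR-240-5p (3.69) and let-7-5p (1.97, adjusted p-value 0.0490). Each of the 11 differed in the same direction between every library of a group and every library of the other (2 against 2 libraries).

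Technical explanations were weighed for the 13 miRNAs that differed in this comparison. With RLE factors, 12 of the 13 kept an adjusted p-value under 0.05, the exception being let-7-5p, but RLE hardly rescales this comparison (median log2 fold change of all miRNAs 0.084, against 0.072 with TMM). Library totals do (median -1.04), and with them 9 of the 13 kept it, all 13 with the same sign; let-7-5p, miR-240-5p, miR-8187-3p and miR-8188-5p did not. Neither of these scalings accounts for most of the differences. With the name prefix as a factor 10 kept it. That fit gave far smaller adjusted p-values than the main fit (miR-70-5p 9.7e-17 against 2.40e-05, miR-60-5p 6.5e-12 against 0.0207). The groups also share only the prefix PD1, so keeping the call there cannot exclude the prefix as a source of these differences. When the 4 libraries were thinned to the smallest of them (181172 reads), a median of 9 of the 13 kept it over 20 draws, so unequal depth does not account for most of them either. When all libraries were thinned to the shallowest control (12474 reads), a median of 4 kept it: miR-70-5p, miR-65-5p and miR-72-5p in 20 of 20 draws and miR-77-5p in 19. miR-245-3p, miR-248, miR-8187-3p and miR-8188-5p were too rare to be tested in any such draw. The abundant let-7-5p lost the call as well: it was tested in 20 of 20 draws and kept the call in 3, and at equal depth also in 3. miR-60-5p, which had only 1 and 5 reads in the full gld-1 libraries, was tested in 20 of 20 draws and kept the call in 1. Apart from miR-70-5p, miR-65-5p, miR-72-5p and miR-77-5p, the differences are thus not established at the depth of the shallowest control.

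The probes themselves may explain part of the list, and the lin-41 pair, which was not used to find it, allows a check. miR-60-5p was higher in gfp::lin-41 than in the mean of lin-41 by 11.28 and miR-240-5p by 4.62, both beyond the SD of 2.17 between the lin-41 libraries. These values are consistent with a signal that follows the gfp probes, which were also used in the control and would make both miRNAs look depleted in pulldowns with other probes. For miR-72-5p the same difference was 0.56 and for miR-8187-3p 1.02. These exceed the SDs of 0.166 and 0.462 but are far less than the difference between gld-1::gfp and gld-1. The no-target control used the same gfp probes in worms without gfp. It held less miR-72-5p (12.18 as mean log2 of normalised CPM plus 1) than gld-1 (15.14) or gld-1::gfp (18.93). For miR-8187-3p, gld-1::gfp exceeded it by 8.15 (372 and 199 reads against 0, 0 and 1). These values argue against the gfp probes alone for both miRNAs, while an effect of the gfp sequence can be neither shown nor excluded. For let-7-5p the difference between gfp::lin-41 and lin-41 was 0.25, within the SD of 1.16. However, let-7-5p takes most reads of the lin-41 libraries, where adding the excess seen in gld-1::gfp would shift it by only 0.058. The lin-41 pair therefore cannot show an effect of the gfp probes or sequence on let-7-5p. Once the replicate number was added as a block, the miR-60-5p difference between gld-1::gfp and gld-1 was 7.67 with an adjusted p-value of 0.0731, so that call depends on the block. gfp::lin-41 is a single library, so none of these differences has a replicate check on that side. The counts of miR-8187-3p and miR-8188-5p differed by 1 read of 739 over all libraries, which is consistent with the same reads being counted under both names, so they are a single observation at most.

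miR-70-5p had at least 1208 reads in the 6 libraries made with gld-1 probes and at most 23 in all others. If mir-70 itself were less abundant in the gld-1::gfp worms, the opposite arm should fall too, but miR-70-3p changed by 0.82 (adjusted p-value 0.568), which goes against that. The gld-1::gfp libraries hold a transcript of the same gene, retrieved with other probes, and had only 23 and 17 reads of miR-70-5p, which goes against binding to a part that both transcripts share. Retrieval by the gld-1 probes was not tested, since all libraries with these probes also hold the endogenous transcript and the probe sequences were not used here.

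miR-253-3p was higher in changed specificity than in gld-1 by 6.24, while the other edited strain was not past the threshold for it. The difference between the edited strains was tested and was 5.03 (adjusted p-value 1.05e-04, both libraries above both), although their libraries carry the same prefixes, and the within-prefix differences, which are also those of same-numbered libraries, were 5.08 and 4.87. Prefix therefore does not explain it. Reads of let-7-5p assigned to miR-253-3p would give the lin-41 libraries as many miR-253-3p reads per let-7-5p read, but the log2 of that ratio was higher in changed specificity by 3.96 (larger SD between replicates 0.515). After thinning to 12474 reads, miR-253-3p kept an adjusted p-value under 0.05 in 20 of 20 draws, and with library totals as the only scaling its adjusted p-value was 0.00356. As a hypothesis, the edited sequence may retrieve miR-253-3p, directly or through another change in that strain; the strain's sequence and the contribution of reads from near-identical RNAs were not tested, so the pattern cannot be told apart from those.

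miR-77-5p was lower in seed destruction than in gld-1 (log2 fold change -3.10). With the prefix as a factor the value was -1.74 with an adjusted p-value of 0.0259, and it passed the threshold in 14 of 20 thinned draws. With RLE factors the fold change stayed at -3.14 but the adjusted p-value was 0.155. RLE hardly rescales this comparison (median log2 fold change of all miRNAs -0.155, against -0.148 with TMM), so this loss cannot be put down to scaling. The call is not stable across the alternatives and is not treated as a biological difference.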

How the results depend on the processing

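The alternatives were those fixed in advance, and in addition the crossed replicate numbers and the other endogenous pulldowns as the reference, chosen after the data were seen. Of 1114 values recomputed for 74 results, 995 kept their direction and their side of the threshold, or moved by less than the spread between replicates; 56 became weaker, 7 stronger, 40 moved and 16 reversed. The log2 fold changes of let-7-5p in lin-41, of miR-84-5p in gld-1 and gld-1::gfp, of let-7-5p in changed specificity and of miR-84-5p in either edit against gld-1 kept their call under all alternatives in which a test was run. The cause of the changes below was not tested unless stated.

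With library totals only, the enriched miRNAs fell to 5 in lin-41, 7 in alg-1, 6 in gld-1, 4 in gld-1::gfp, 6 in seed destruction and 3 in changed specificity, and 33 changed between changed specificity and gld-1. Against the control, let-7-5p in gld-1 became -0.92 and in gfp::lin-41 3.88, and miR-84-5p in changed specificity became -4.11; let-7-5p in seed destruction against gld-1 became 1.57. The median of all miRNAs was then as low as -4.39 (changed specificity against the control). With RLE factors, 1 miRNA changed between seed destruction and gld-1, let-7-5p in gld-1 was 1.65 (adjusted p-value 0.103) and miR-84-5p in seed destruction against the control -1.87 (0.109). Upper-quartile factors gave -1.48 for the latter, 0.025 for let-7-5p in seed destruction against gld-1 and 7.33 for let-7-5p in gfp::lin-41.

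The call for let-7-5p in gld-1 against the control was lost with a mean of at least 10 reads (1.43), the DESeq2 Wald test (1.65), no robust estimation (1.55), summed precursor rows (1.57), only the groups compared (1.81) and the replicate block (1.72). That for miR-84-5p in seed destruction against the control was lost with no robust estimation (-1.82), summed rows (-1.68), only the groups compared (-1.67), the replicate block (-1.32) and the prefix factor (-1.41). let-7-5p in seed destruction against gld-1, never past the threshold, turned to 0.074 with summed rows, 0.18 with only the groups compared and 0.99 with the prefix factor. Summed rows left 1 changed miRNA between seed destruction and gld-1.

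With the prefix factor, 23 miRNAs were enriched in gld-1::gfp, 10 changed in seed destruction and 12 in changed specificity against gld-1, 18 changed between edited and unedited sites, and let-7-5p in gfp::lin-41 was 8.20. With only the groups compared, 7 were enriched in gld-1::gfp, 5 changed in seed destruction against gld-1 and 13 between edited and unedited sites. The let-7-5p to miR-84-5p ratio differed by 12.13 within replicate blocks and by 12.23 with gld-1 alone as unedited, where the designs cannot reach a p-value under 0.05.

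With other endogenous pulldowns as the reference, 8 miRNAs were enriched in gld-1 and 8 in seed destruction, each against lin-41 and alg-1, and 4 in changed specificity, against alg-1, gld-1 and seed destruction, so the last count is not comparable with the others. let-7-5p in gld-1 reversed to -4.18, where the reference holds the lin-41 libraries rich in let-7-5p, and miR-84-5p in changed specificity to -2.89, where it holds gld-1. Named miRNAs that reversed were miR-60-5p in alg-1 (0.57), gld-1 (0.89) and changed specificity (0.14), and miR-4932 in alg-1 (-2.25), gld-1 (-0.68) and seed destruction (-0.40). Over all alternatives except leaving out a replicate, 23 other calls for single named miRNAs became weaker.

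In the regression enrichment, single controls gave miR-84-5p values in gld-1::gfp of 10.01, 11.21 and 8.74 (controls 1, 2 and 3) and let-7-5p values in gfp::lin-41 of 8.13, 7.59 and 7.04. miR-84-5p in seed destruction was -1.002, -0.074 and -2.14, and in changed specificity 0.72, 1.73 and -0.42. miR-84-5p in gld-1 was 9.42 with control 2, and let-7-5p in changed specificity 9.67 with control 1. The same-prefix control gave 9.38 for gld-1::gfp and 8.13 for gfp::lin-41, and slope 1 gave 10.34 and 8.05. Taking all miRNAs gave 6.73 for gfp::lin-41 and 0.69 for miR-84-5p in changed specificity; at least 10 reads in both gave 7.34, 0.25 and, for miR-84-5p in seed destruction, -1.50.

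Leaving out each replicate in turn, the enriched miRNAs ranged from 16 to 17 in lin-41, 18 to 22 in alg-1, 13 to 16 in gld-1, 11 to 14 in gld-1::gfp, 12 to 14 in seed destruction and 14 to 20 in changed specificity, and 7 to 9 changed between edited and unedited sites. Against the control, let-7-5p ranged from 6.68 to 8.31 in lin-41, 7.61 to 7.90 in gfp::lin-41, 1.13 to 1.88 in gld-1 and 8.09 to 9.05 in changed specificity; miR-71-5p in alg-1 from 5.01 to 6.04; and miR-84-5p from 7.36 to 8.65 in gld-1, 9.30 to 10.36 in gld-1::gfp, -2.22 to -1.23 in seed destruction and -0.21 to 0.77 in changed specificity. Against gld-1, let-7-5p ranged from 6.77 to 7.72 in changed specificity and -0.63 to 0.29 in seed destruction, and miR-84-5p from -8.35 to -7.17 and from -10.36 to -9.18. The pooled miR-84-5p value ranged from -9.93 to -9.35 and the ratio difference from 11.05 to 13.19. Against the control, miR-54-5p ranged from -7.11 to -2.97 in lin-41, -6.81 to -2.67 in gld-1 and -6.95 to -2.75 in seed destruction. Where an arm was left with 1 library no test was made.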

Other observations

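The log2 fold changes over the control or against gld-1 given in this part, and their alternative scalings, were fixed in advance. All other tests in this part were chosen after the results were seen. Enrichment over the control combines what a transcript binds with what its probes retrieve. Of the 17 miRNAs enriched in gld-1, 10 were also enriched in gld-1::gfp, which was retrieved with other probes. These include let-7-5p, whose call in gld-1 was lost under most alternatives. They also include miR-70-5p, which had at least 1208 reads with the gld-1 probes and at most 23 elsewhere, although retrieval by these probes was not tested. Without this pair the number was 8. All these counts hold miR-8187-3p and miR-8188-5p as separate miRNAs, although they are a single observation at most. lin-41 and alg-1 were also retrieved with other probes, and 12 of the 17 were enriched in at least 1 of them. Retrieval by the gld-1 probes cannot be set aside for miR-70-5p, or for miRNAs enriched in none of gld-1::gfp, lin-41 and alg-1. The latter include miR-65-5p, miR-248 and miR-233-3p. Enriched in both lin-41 and alg-1 were 4 of the 17, and 6 of the 17 were also higher than in lin-41 and alg-1 taken as the reference. Signal common to endogenous pulldowns therefore cannot be told apart from binding to gld-1 for the others. In addition, 3 miRNAs (miR-4932, miR-71-5p and miR-72-5p) were enriched in all 6 tested pulldowns. With selected endogenous pulldowns in place of the control, let-7-5p in lin-41 was higher by 5.48 (changed specificity left out of the reference), miR-71-5p in alg-1 by 3.35, miR-84-5p in gld-1 by 6.10 (both edits left out) and let-7-5p in changed specificity by 6.48 (lin-41 left out). With all 4 other endogenous pulldowns in the reference these were 3.86, 3.35, 7.49 and 5.11, each with an adjusted p-value under 0.05. Of the 15 miRNAs enriched in lin-41, 14 had a positive log2 fold change in gfp::lin-41, which was not tested.

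let-7-5p and miR-84-5p belong to a miRNA family with a shared seed, together with miR-48-5p and miR-241-5p. Their log2 fold changes over the control were mostly not past the threshold, with exceptions: miR-48-5p was higher in gld-1::gfp by 2.00 (adjusted p-value 0.0110), and miR-241-5p in lin-41 by 1.73 (0.0228) and in alg-1 by 2.12 (0.00414). In changed specificity against gld-1 the lower of their adjusted p-values was 0.889, and in seed destruction against gld-1 it was 0.997. Their log2 fold changes in changed specificity were 0.36 and 0.25 with TMM, 0.40 and 0.38 with RLE, 0.34 and 0.23 with upper-quartile factors, and turned to -1.49 and -1.83 with library totals only, where the median of all miRNAs was -2.30. The changes of the relatives in the edited strains do not decide whether the seed sets the pairing. The changed specificity edit left the seed match intact, so no change of the relatives is predicted either way, and in gld-1 the relatives were not past the threshold over the control (0.92 and -0.10), so seed destruction had no enrichment of theirs to remove. Other values do go against the seed alone. With the seed match intact in gld-1, miR-84-5p was higher than in the control by 8.07, far more than either relative. In gld-1::gfp it was higher by 9.70, against 2.00 for miR-48-5p and -0.55 for miR-241-5p. The abundance of the relatives in the cells that hold gld-1 was not measured. With the seed match intact in changed specificity, miR-84-5p changed by -7.88 and let-7-5p by 7.17 against gld-1.

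The pooled comparison of edited and unedited sites was set against other splits of the same 8 libraries. Each split was fitted as a pair of groups, and the real split then gave 4 changed miRNAs, fewer than the 7 found when each strain had its own mean. Among the 18 splits that part as many same-numbered libraries, 2 gave as many, the real one included; among all 35 splits it was also 2, and the remaining splits differ in placing unequal numbers of replicate 1 libraries on each side. The other split exchanged gld-1 replicate 1 with changed specificity replicate 1 and gave 5. Both exchanged libraries carry the prefix PD3, so this split places the prefixes as the real one does. Of the 3 splits that do so, the real one gave 4, this one 5 and the last 0 changed miRNAs (10 at an unadjusted p-value under 0.05), so the prefixes do not always give such a count, but with 3 splits the count cannot tell the edits apart from the prefixes. For miR-84-5p, no other split of the 35 gave a change as large.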
